A study of Homo sapiens with 9 samples.

How the data were processed

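RNA sequencing was done on 9 cultures of HEK293, a human embryonic kidney cell line, in 3 groups of 3 replicates. The groups carried Cas9 alone (the Cas9 group), Cas9 with the Cre recombinase (the Cre group) or Cas9 with the Flpo recombinase (the Flpo group). Cas9 is an RNA-guided DNA nuclease. Cre and Flpo are site-specific recombinases that act on loxP and FRT sites. All 3 group names also carry the prefix CC, which the labels do not explain. The labels name no targeted gene, so no target was examined. RNA was extracted with TRIzol and libraries were made with the TruSeq RNA kit, per the labels' protocols.

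The authors deposited one table of estimated counts per gene symbol for the 9 libraries, with 35876 symbols. The aligner, the counting tool, the genome build, the annotation, any filter and the use of strand are not stated in the labels or the table. The deposited estimated counts are not normalized, and between 48.7% and 60.8% of a library's values above 0 were not whole numbers, as arises when a read is shared among several genes. Such sharing makes the counts of pseudogenes and multicopy genes uncertain. The design had been written for whole-number counts. The estimated counts were therefore rounded to whole numbers before the count tests.

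Genes were matched by symbol to GENCODE release 29 (GRCh38), which held 35378 of the 35876 symbols. Coordinates are those of that annotation for the symbol, since the build behind the table is not stated. The repeated share of a transcript was the percentage of its sequence words of 24 bases that also occurred in transcripts of at least 10 other genes.

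Differences were tested with edgeR 4.0.16 (R 4.3.3) by its quasi-likelihood test on all 9 libraries together, with TMM scaling and without covariates. Genes were kept by edgeR's default filter (a minimum count of 10 and a minimum total of 15), which left 11905 genes for testing and 23971 untested, of which 10487 had no count in any library. Adjusted p-values are Benjamini-Hochberg values, and the threshold was 0.05. The comparisons were Cre against Cas9, Flpo against Cas9 and Cre against Flpo, with one test of any difference among the 3 groups. Standard errors of log2 fold changes were approximated as the absolute log2 fold change divided by the square root of edgeR's F statistic. Lists of p53 target genes, interferon-stimulated genes and ATF4 target genes were tested with camera from limma 3.58.1, with an inter-gene correlation of 0.01 and Benjamini-Hochberg adjustment over the 9 tests. The effect of a list is the median log2 fold change of its genes minus that of all other tested genes.

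The groups, designs, gene lists, the rule for named genes and 8 alternatives for the gene counts were fixed before the data were examined, as were fits that left out each of the 9 libraries in turn. The rule named, per comparison, up to 3 genes with the largest rise and 3 with the largest fall among genes past the threshold with a mean of at least 50 counts over the 6 libraries compared and no overlap between groups. It also named up to 3 members of each list past the threshold with an absolute log2 fold change of at least 1. A further 7 alternatives were chosen after seeing the data, as were the EGFP comparison, the olfactory receptor genes and the correlations. Alternatives used DESeq2 1.42.0 and its size factors, no TMM, other filters, a test against a 1.5-fold change, only the groups compared, and the replicate number as a block. The pairing behind that block comes from the replicate numbers in the sample titles. Nothing in the labels says that cultures with the same number were handled together.

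Single values and correlations were tested by exact permutation in Python 3.11.15 with scipy 1.17.1, two-sided. Wilson 95% intervals and floors of 3 counts cover counting error only, since reads without molecular identifiers are not independent molecules. CPM values are counts scaled to a common library total, with TMM factors for the named genes and without them for EGFP. A floor of 3 counts was 0.34 CPM in the largest library and 14 CPM in the smallest. The code was tested on simulated data drawn from the means and depths of the real libraries. At a dispersion of 0.05 it called 180 of 200 genes changed 4-fold among 11905. With the per-gene dispersions estimated from the real data it called 0 of 200 changed 4-fold and 153 of 200 changed 16-fold, in simulations where only those 200 genes changed. The yield depends on how many genes change.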

Results

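Gene expression was measured in HEK293 cells carrying Cas9 alone, Cas9 with Cre, or Cas9 with Flpo, in a series on a chemically controlled, reversible knockout system. Each group had 3 replicates. The total estimated count was 993902, 1643166 and 3761779 in Cas9 replicates 1, 2 and 3. It was 1701730, 213907 and 891567 in the Cre replicates, and 8833491, 4989524 and 8435741 in the Flpo replicates. The largest total was 41.3 times the smallest. Group means were 2130000 ± 1450000 for Cas9, 936000 ± 745000 for Cre and 7420000 ± 2110000 for Flpo (SD, n = 3 each). The highest Cre total lay below the lowest Flpo total. An exact test over the 280 splits of the 9 libraries into 3 groups gave p = 0.0143 for log2 total count, or 0.0858 after Benjamini-Hochberg adjustment over 6 measures.

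The libraries also differed in composition. A single gene symbol, AC010970.1, held 16.5% ± 6.04 of counts in the Cas9 group, 6.58% ± 9.20 in the Cre group and 1.88% ± 1.39 in the Flpo group (SD, n = 3 each). That difference did not pass the exact test (p = 0.075, adjusted 0.15). ACTB held 3.71% and 3.51% of counts in Flpo replicates 1 and 3 but 0.320% in Flpo replicate 2, and the 3-group exact p was 0.0464, or 0.139 after adjustment. The number of genes with at least 10 counts ran from 3741 in Cre replicate 2 to 13990 in Flpo replicate 3.

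**Figure D1:**
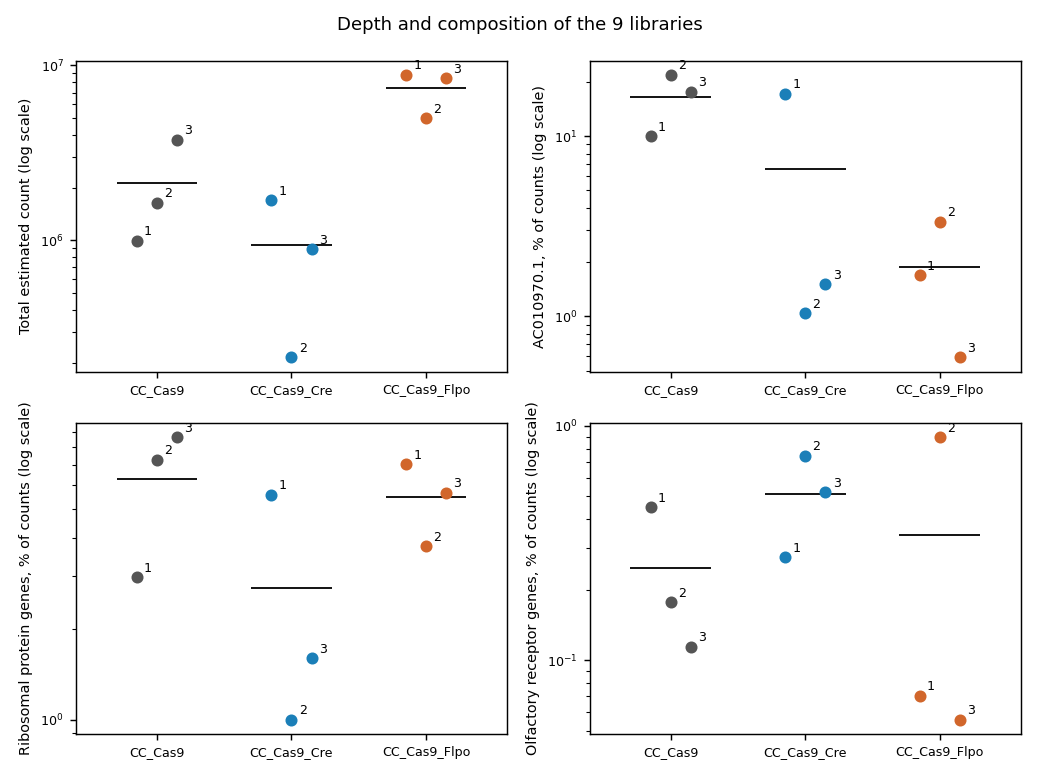
Total estimated count and the percentage of counts in AC010970.1, ribosomal protein genes and olfactory receptor genes, on log axes, by group. Points are libraries marked with their replicate number and lines are arithmetic means of 3 libraries; Flpo totals of 4989524 to 8833491 all lie above the other 6 libraries.

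No pair of libraries agreed within sampling noise: the lowest chi-square per degree of freedom was 12.5 over all pairs and 13.3 within a group. The mean rank correlation of expression was 0.801 within groups and 0.644 between groups, and 8 of 280 splits gave a difference as large (exact p = 0.0286). Since the Flpo totals all lay above the others, these splits cannot separate group from depth. Correlations ran from 0.684 to 0.962 within groups and from 0.282 to 0.916 between them. Cre replicates 1 and 3 each correlated at 0.916 with Cas9 replicate 1, while Cre replicates 1 and 2 correlated at 0.687. The biological coefficient of variation estimated by edgeR was 0.556.

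**Figure D2:**
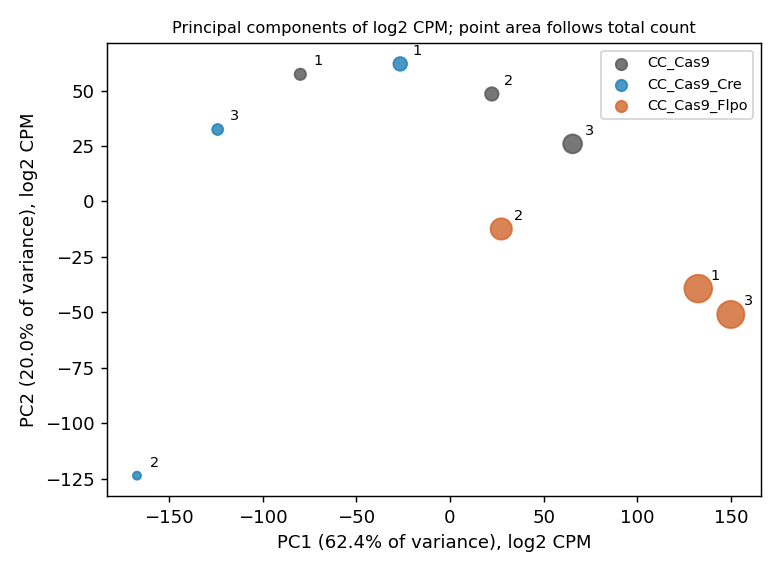
Principal components of log2 CPM for the 9 libraries, with point area following the total count and numbers giving the replicate. The horizontal axis holds 62.4% of the variance and the vertical axis 20% of it. On the horizontal axis Cre replicates 2 and 3 lie furthest left, at −167.2 and −124.1, and Flpo replicates 1 and 3 furthest right, at 132.6 and 150. Position on this axis also rose with total count within the Cas9 group, at −79.95, 22.34 and 65.5 for replicates 1, 2 and 3. The same held within the Cre group, but Flpo replicate 3 lies right of the larger Flpo replicate 1.

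The comparison of Cre with Cas9 addressed what Cre added to cells with Cas9. No gene among 11905 passed an adjusted p of 0.05 in edgeR's test, and the smallest adjusted p was 0.619. At an unadjusted p under 0.05 there were 879 genes. The groups did not overlap for 9.83% of genes, where chance gives 10% for 3 against 3. With the replicate number as a block, 0 genes passed and 565 had an unadjusted p under 0.05, and deviations of same-numbered libraries correlated at −0.33. The alternative that moved this count most, sample quality weights in limma voom, gave 3960 genes.

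The comparison of Flpo with Cas9 addressed what Flpo added. edgeR's test placed 27 of 11905 genes past the threshold, of which 26 were higher in the Flpo group and 1 was lower, and 2378 genes had an unadjusted p under 0.05. The groups did not overlap for 25% of genes, against 10% by chance. With the replicate number as a block 6 genes passed, all higher, and deviations of same-numbered libraries correlated at −0.09. Without TMM scaling 12 genes passed and the median log2 fold change of all genes moved from 0.05 to −0.48. With sample quality weights 7268 genes passed, the largest count of any alternative, with 3721 higher and 3547 lower. With only the Cas9 and Flpo libraries in the fit, no gene passed, and 2502 had an unadjusted p under 0.05.

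The genes named by the rule for this comparison were ENO1P1, KCNN2 and WTAPP1, and no fall met it. All 3 had at most 1 count in every Cas9 library, so their differences are lower bounds. KCNN2 (chromosome 5, 114055545 to 114496500, a protein-coding gene with an exon overlapping another gene) was at least 9.49-fold higher in the Flpo group, at 23.7 ± 13 CPM (SD, n = 3), with an edgeR adjusted p of 0.0347. ENO1P1 (chromosome 1, 236483165 to 236484468) was at least 54.5-fold higher, at 136 ± 98.5 CPM (SD, n = 3), with an edgeR adjusted p of 0.0351. WTAPP1 (chromosome 11, 102746968 to 102836766) was at least 16.7-fold higher, at 41.6 ± 5.54 CPM (SD, n = 3), with an edgeR adjusted p of 0.0351. ENO1P1 and WTAPP1 are pseudogenes, which can share reads with their parent genes, so their values are uncertain. Both also have an exon overlapping another gene. With the replicate block, the edgeR adjusted p was 0.0544 for ENO1P1 and KCNN2 and 0.0545 for WTAPP1.

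The comparison of Cre with Flpo set the recombinase groups against each other and so tested whether their differences from Cas9 differed. edgeR's test placed 2440 genes past the threshold, 735 higher and 1705 lower in the Cre group, and 4734 had an unadjusted p under 0.05. The groups did not overlap for 43.2% of genes, against 10% by chance. With the replicate number as a block 1568 genes passed, 495 higher and 1073 lower, and deviations of same-numbered libraries correlated at 0.12. The direction of the calls depended on scaling. With TMM 30.1% of calls were higher in the Cre group, without TMM 70.8% of 2879 were, and after removal of GC and length trends 53.5% of 2272 were. The median log2 fold change of all genes was −0.34 with TMM and 0.44 without. With the log2 total count as a covariate, 0 genes passed and 731 had an unadjusted p under 0.05. After thinning every library to the smallest total, 1089 of 4736 testable genes passed, 873 of them among the 2440. Sampling depth alone therefore does not account for all of the calls. A library property that follows depth cannot be told apart from group here, since the totals of the groups did not overlap. Leaving out Cre replicate 2, Cre replicate 3 or Flpo replicate 1 left 0 genes, with 4721, 3359 and 3233 at an unadjusted p under 0.05. Without Cre replicate 1 there were 3131, without Flpo replicate 2 there were 5559 and without Flpo replicate 3 there were 405.

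**Figure D3:**
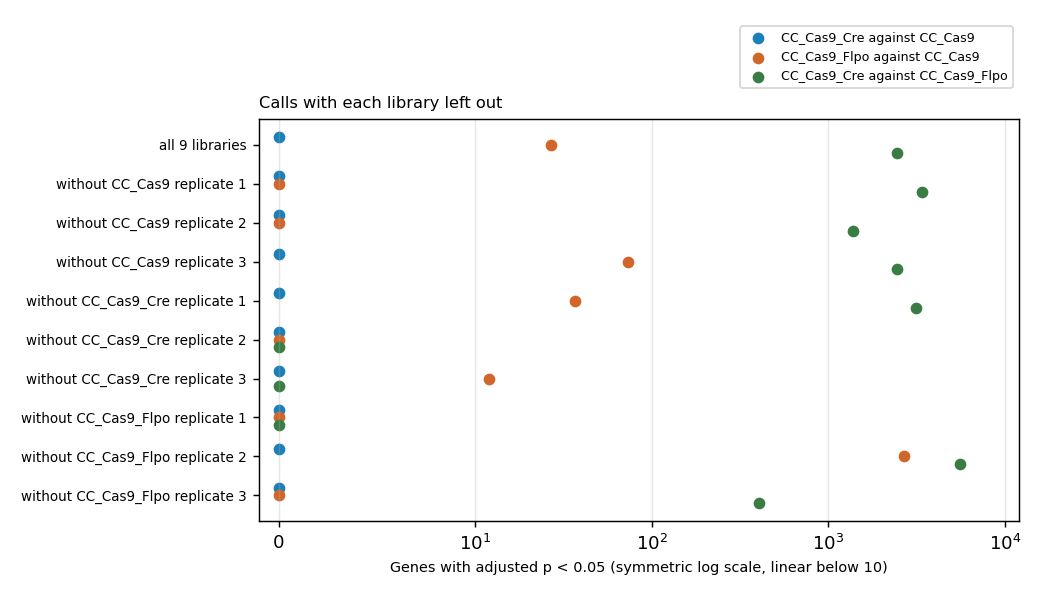
Number of genes past an adjusted p of 0.05 in edgeR's test, on a symmetric log axis, with all 9 libraries and with each left out in turn, by comparison. Cre against Flpo ranges from 0 to 5559 genes, Flpo against Cas9 from 0 to 2685, and Cre against Cas9 is 0 throughout.

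Among genes higher in the Cre group, the rule named CPB1, SAMD5 and RNA5-8SP6. Log2 fold changes are followed by the same value relative to the median of all genes. CPB1 (chromosome 3, 148791102 to 148860187) rose by 6.51 with a standard error of 1.39, or 6.85 relative to the median, and its edgeR adjusted p was 0.0169. SAMD5 (chromosome 6, 147508927 to 147737547, with an exon overlapping another gene) rose by 5.29 with a standard error of 1.07, or 5.62, and its edgeR adjusted p was 0.0167. RNA5-8SP6, an rRNA pseudogene (chromosome Y, 10200155 to 10200306), rose by 5.58 with a standard error of 0.81, or 5.92, and its edgeR adjusted p was 0.0167. RNA5-8SP6 is a pseudogene of a multicopy RNA, so its value is uncertain and its reads cannot be assigned to this locus. The share of all annotated rRNA pseudogenes, this one included, was 0.0181%, 0.0575% and 0.0195% in Cre replicates 1, 2 and 3. In Flpo replicates 1, 2 and 3 it was 0.000429%, 0.00152% and 0.000273%. Among lower genes the rule named RPL21P16, NPIPB3 and NPIPB12, with no counts in any Cre library. In the Cre group they were at least 21.5-fold, 5.49-fold and 5.48-fold lower, with edgeR adjusted p of 0.0167, 0.0234 and 0.0185. These limits are set by the 3-count floor of Cre replicate 2, the smallest library. Without TMM factors that floor was 14 CPM, against 1.76 and 3.36 CPM in Cre replicates 1 and 3. RPL21P16 (chromosome 10, 120354701 to 120355183) is a processed pseudogene. NPIPB3 (chromosome 16, 21402237 to 21448567, with an exon overlapping another gene) and NPIPB12 (chromosome 16, 29483642 to 29505999) are members of one multicopy family, so the counts of all 3 are uncertain. All of these genes failed the threshold with the log2 total count as a covariate. Among Cas9 replicates 1, 2 and 3, in order of rising total, CPM was 0, 24.1 and 109 for RPL21P16. It was 0, 0.574 and 32.3 for NPIPB3 and 0, 37.9 and 38.3 for NPIPB12. SAMD5 stood at 1000, 286 and 103, RNA5-8SP6 at 18.3, 16.1 and 4.57, and CPB1 at 68.1, 4.59 and 6.57. Apart from CPB1, each thus moved with total count, without a recombinase, as it did from Cre to Flpo.

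The test of any difference among the 3 groups placed 1132 genes past the threshold in edgeR, with 3615 at an unadjusted p under 0.05. With the replicate number as a block it placed 426, where same-numbered libraries correlated at −0.33, −0.09 and 0.12 for the 3 pairs of groups. No gene passed in the same direction in both recombinase groups against Cas9, with or without the block, which follows from the absence of calls in Cre against Cas9.

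The gene lists were chosen for responses to DNA breaks, foreign nucleic acid and protein overexpression. ATF4 target genes were higher in the Flpo group than in the Cas9 group, with a median difference of 0.69 on the log2 scale (28 genes, camera in limma, adjusted p = 0.00741), and all 3 Flpo libraries had a higher list mean than all 3 Cas9 libraries. They were lower in the Cre group than in the Flpo group, with a median difference of −0.96 (adjusted p = 0.0269), again without overlap. With the replicate number as a block these were 0.75 (adjusted p = 0.00973) and −0.92 (adjusted p = 0.0312), where same-numbered libraries correlated at −0.09 and 0.12. With the inter-gene correlation estimated from the data the adjusted p-values in limma were 0.396 and 0.409. With the log2 total count as a covariate both were 0.622, and after thinning to the smallest library, which left 14 of the 28 genes testable, both were 0.127. The other 7 tests did not pass, with adjusted p from 0.13 to 0.689, and with the block from 0.135 to 0.601. Adjusted over each list alone, 4 p53 target genes, 1 interferon-stimulated gene and 8 ATF4 target genes passed between Cre and Flpo, against 4, 1 and 6 adjusted over all genes. Between Flpo and Cas9, 2 p53 target genes and 2 ATF4 target genes passed over their lists alone and 0 over all genes.

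List members named by the rule were all from Cre against Flpo. Of p53 target genes, BTG2, TNFRSF10B and CMBL had log2 fold changes of −3.21, −2.61 and −2.08, with standard errors of 0.96, 0.53 and 0.52 and edgeR adjusted p of 0.0353, 0.0167 and 0.0211. The interferon-stimulated gene MX1 was higher by 3.17 with a standard error of 0.75 and an edgeR adjusted p of 0.0194. Of ATF4 target genes, SLC7A5, SLC3A2 and PSAT1 had log2 fold changes of −3.79, −3.46 and −3.32, with standard errors of 0.83, 0.77 and 0.83 and edgeR adjusted p of 0.0174, 0.0182 and 0.0211. Relative to the median of all genes, BTG2, TNFRSF10B and CMBL stood at −2.87, −2.27 and −1.74, MX1 at 3.51, and SLC7A5, SLC3A2 and PSAT1 at −3.45, −3.12 and −2.98. The groups did not overlap in any of these 7 genes. With the replicate block the edgeR adjusted p of BTG2 was 0.0537. With the log2 total count as a covariate none of the 7 genes passed, and BTG2 reversed to 0.63. Across the Cas9 replicates in order of rising total, CPM rose for BTG2, CMBL, SLC7A5 and SLC3A2 and fell for MX1. TNFRSF10B and PSAT1 showed no steady trend there. SLC7A5 and PSAT1 have 2 and 4 pseudogenes in the table, with which reads can be shared. TNFRSF10B, MX1 and SLC7A5 each have an exon overlapping another gene.

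**Figure D4:**
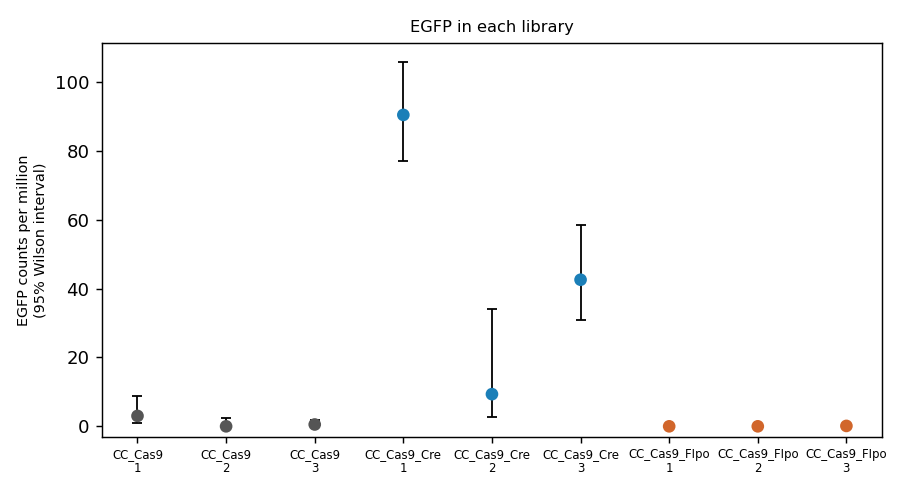
EGFP CPM in each of the 9 libraries, with Wilson 95% intervals from counting error. Cre replicates 1 and 3 stand at 90.5 and 42.6, Cre replicate 2 at 9.35, and no other library exceeds 3.02.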

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

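All tests in this part were chosen after the results were seen, except the other splits of the samples, and each explanation is a hypothesis.

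The difference between the recombinase effects stood out because 2440 genes passed in Cre against Flpo, which tests it directly. Random sampling at unequal depth was tested by thinning every library once to the smallest total. This left 1089 calls among 4736 testable genes, 523 higher and 566 lower, of which 873 were shared with the full data. Of the 2440 calls, 1170 were testable after thinning and all 1170 kept their direction. Removal of GC and length trends gave 2272 calls, of which 1720 were among the 2440, and the olfactory receptor share as a covariate gave 2138, of which 1838 were. Sampling depth and GC content or length therefore do not account for all of the calls, though each of the 3 fits also lost some. The olfactory receptor share was not found to differ between the groups (exact p = 0.604 over 280 splits). As a covariate it could remove little of a group difference, so that fit cannot exclude background reads. The criterion for these 3 fits was a loss of more than 3-fold, set after the main counts were seen. Over 11867 genes the log2 fold change had a rank correlation of 0.26 with transcript length, 0.29 with the repeated share and 0.013 with GC content. The median repeated share was 2.19% in genes higher in the Cre group and 0% in lower ones. Length and reads from repeated sequence may therefore account for part of the calls. The remaining checks could not rule out their cause. Dropping genes above 1 percent of counts gave 2405 calls, of which 2370 were among the 2440, but TMM already trims such genes and the values of other genes hardly moved. Keeping protein-coding genes alone gave 2213 calls, of which 2187 were among the 2440, but leaves any reads shared with pseudogenes in their counts.

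A library property that follows depth remains open. With the log2 total count as a covariate, 0 genes passed, with 731 at an unadjusted p under 0.05, and 86.2% of the 2440 calls kept their direction. In simulated data where 2381 of 11905 genes changed with group alone, the fit without the covariate called 1983 of the genes changed 8-fold and the fit with it 130. For 16-fold changes the numbers were 2265 and 1023. How to weigh the covariate fit by this simulation was decided after its 0 calls were seen. Between the groups lay 71.3% of the variance of log2 total count. The covariate therefore removed much of the power to see a group effect, and the loss of all calls may come from depth or from this overlap. The quality of single libraries remains open too. The lowest of the 6 fits without one of the compared libraries had 0 calls, with 3233 to 4721 at an unadjusted p under 0.05 in the 3 fits with none. Fewer libraries did not always call fewer genes, since leaving out Cre replicate 1 gave 3131 and leaving out Flpo replicate 2 gave 5559. Without Flpo replicate 3 there were 405. Some genes only just missed the threshold without Cre replicate 2. There SAMD5 and TNFRSF10B had log2 fold changes of 4.97 and −2.57, each with an edgeR adjusted p of 0.053. Without Cre replicate 3 the edgeR adjusted p was 0.0949 for both. The recombinase difference cannot be told apart from these explanations, nor from background reads, a few genes taking most of the counts or reads shared with pseudogenes.

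Other splits of the libraries bear on the same results. Groups share replicate numbers, so the real split was compared with splits that part all same-numbered pairs, of which 3 against 3 gives 4, too few for a share under 0.05. For Cre against Flpo 1 of 4 splits, the real one, gave as many genes, as did 1 of the 10 splits of any kind. For Flpo against Cas9 1 of 4 did, and for Cre against Cas9 4 of 4 did, which is fixed by the real count of 0 (879 genes had an unadjusted p under 0.05). Another split of the Cre and Cas9 libraries gave 416 genes in edgeR, with 3555 at an unadjusted p under 0.05. It sets their 3 largest totals against their 3 smallest. Among these libraries, where the totals of the groups overlap, a split by depth therefore separated more genes than the real groups did. For any difference among the 3 groups, 3 of 36 splits gave at least 1132 genes, a share above 0.05. The others gave 4108 and 2847. The split with 4108 puts the 3 smallest, 3 middle and 3 largest totals together, so a library property that follows depth cannot be told apart from group. For genes shared by both recombinase groups the count of splits carries no information: the real count was 0, so all 100 of the 100 drawn splits reach it. For p53, interferon-stimulated and ATF4 target genes, the splits giving a p as small numbered 3, 1 and 3 of 4 in Cre against Cas9, 1, 2 and 1 of 4 in Flpo against Cas9, and 1, 2 and 1 of 4 in Cre against Flpo.

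EGFP was singled out after its values were seen, because it had counts in libraries of a group whose labels name no reporter. The Cre libraries held 194 of the 200 EGFP counts: 154, 2 and 38 in replicates 1, 2 and 3. The Cas9 libraries had 3, 0 and 2 and the Flpo libraries 0, 0 and 1. EGFP was at 90.5, 9.35 and 42.6 CPM in the Cre libraries, with Wilson 95% intervals of 77 to 106, 2.6 to 34.1 and 31 to 58.5. The 2 counts of replicate 2 lie below its floor of 14. An exact two-sided permutation test of the Cre libraries against the other 6 gave p = 0.0238, the smallest its 84 splits allow. In edgeR the adjusted p was 0.619 against Cas9 and 0.0167 against Flpo. Depth is not the cause, since the highest floor in the other libraries was 3.02 CPM, which replicates 1 and 3 exceeded 30-fold and 14.1-fold. Reads carried over from other libraries would spread with depth, but 97% of EGFP counts lay in libraries holding 8.92% of all counts. A candidate explanation is that the Cre construct or cells carried EGFP. No table here shows what the constructs held, so this remains a hypothesis, and contamination of the Cre cultures was not tested.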

How the results depend on the processing

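Alternatives listed before the data were examined numbered 8 for the gene counts, with 9 fits that each left out one library, and 7 more were chosen after seeing the data. The fit of only the groups compared and the 1.5-fold test were not run for any difference among the 3 groups. Where no cause is given below, the cause was not tested. Results come from edgeR unless another tool is named.

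For Cre against Cas9, where 0 genes passed with 879 at an unadjusted p under 0.05, no filter gave 51 genes, DESeq2 4 and limma voom with sample quality weights 3960. For Flpo against Cas9, where 27 passed, no filter gave 1169, DESeq2 1065, no TMM 12, the 1.5-fold test 16, the replicate block 6, protein-coding genes alone 7, the olfactory receptor share as a covariate 1791, sample quality weights 7268, only the groups compared 0 (2502 at an unadjusted p under 0.05) and the log2 total count as a covariate 0 (1791 at an unadjusted p under 0.05). The direction of these calls was less one-sided where more genes passed: 988 higher and 181 lower with no filter, 714 and 351 in DESeq2, 1084 and 707 with the olfactory receptor share, 3721 and 3547 with sample quality weights, and 1376 and 1309 without Flpo replicate 2.

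For Cre against Flpo, where 2440 passed, the replicate block gave 1568, DESeq2 3976, the 1.5-fold test 1588, thinning 1089, sample quality weights 8043 and the log2 total count as a covariate 0 (731 at an unadjusted p under 0.05). No TMM gave 2879, of which 1575 were shared with the 2440. For any difference among the 3 groups, where 1132 passed, no filter gave 3128, the replicate block 426, DESeq2 2870, thinning 455, the olfactory receptor share 1889, sample quality weights 9475 and the log2 total count 0 (1055 at an unadjusted p under 0.05). Genes shared by both recombinase groups rose from 0 to 2 with no filter and to 498 with sample quality weights.

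Sample quality weights gave high counts for some other splits too: 6209 for one split of Cre and Cas9 libraries against 3960 for the real one, 4046 for one of Flpo and Cas9 and 5573 for one of Cre and Flpo. The remaining splits gave 1 and 0 for Cre and Cas9, 1203 and 23 for Flpo and Cas9, and 0 and 0 for Cre and Flpo. The real split was the highest of 4 in the comparisons with Flpo, at 7268 and 8043, and not in Cre against Cas9.

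Across the 9 fits that each left out one library, Cre against Cas9 stayed at 0, Flpo against Cas9 ranged from 0 to 2685, Cre against Flpo from 0 to 5559, and any difference from 10 to 4194. ATF4 target genes ranged from −1.15 to −0.72 in Cre against Flpo, where the fit without Flpo replicate 2 lost the threshold (limma adjusted p = 0.0528), and from 0.52 to 0.82 in Flpo against Cas9. The EGFP difference ranged from 25.4 to 65.9 CPM in the 3 fits that left out a Cre library, where the exact p was 0.0714, the smallest that design gives.

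For ATF4 target genes, a mean of at least 50 counts gave 0.56 (limma adjusted p = 0.136) in Flpo against Cas9 and −0.72 (limma adjusted p = 0.219) in Cre against Flpo. Estimated inter-gene correlation gave 0.69 (0.396) and −0.96 (0.409). No filter reduced the effects to 0.23 and −0.14, with 34 genes (limma adjusted p = 0.00108 for both). Thinning, which left 14 of the 28 genes testable, gave 0.84 and −0.94 (limma adjusted p = 0.127 for both), and the log2 total count as a covariate gave 0.58 and −0.55 (0.622 for both). Removal of GC and length trends gave −0.65 (0.0524) in Cre against Flpo. Over 22 settings, which leave out DESeq2, the 1.5-fold test and sample quality weights, where the lists were not tested, the limma adjusted p of both tests ranged from 0.00108 to 0.622. The covariate overlaps with the groups, so the ATF4 differences cannot be told apart from a library property that follows depth. For p53 target genes in Cre against Cas9, a mean of at least 50 counts gave −0.10 (limma adjusted p = 0.716, range 0.0902 to 0.925). The effect kept the sign of the main −0.15, and only camera's own direction, which can differ from that sign, reversed. Cre against Flpo passed with no filter at 0.01, against −0.77 in the main fit (limma adjusted p = 0.0257, range 0.0257 to 0.855). The effect of interferon-stimulated genes also changed sign where camera's direction did not, as in these fits. With no filter they moved from 0.50 to −0.17 in Cre against Cas9 and from 0.04 to −0.55 in Flpo against Cas9. With the log2 total count they moved from 0.83 to −0.05 in Cre against Flpo. In Flpo against Cas9 camera's direction was down in the main fit despite the effect of 0.04. Camera's direction for other list tests, none past the threshold, reversed under settings added later. In Cre against Cas9, p53 target genes moved to 0.31 with thinning (7 genes), 0.03 with the olfactory receptor share and 0.10 with the log2 total count, and ATF4 target genes to 0.03 and 0.12 with these covariates. Interferon-stimulated genes moved to −0.39 in Cre against Flpo with thinning (5 genes). In Flpo against Cas9 camera's direction reversed but the effect kept its sign, at 0.50 with thinning (5 genes) and 0.21 with the log2 total count.

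Of values for the 13 named genes in Cre against Flpo outside the leave-one-out fits, 165 kept direction and threshold, 17 lost the threshold and 1 reversed: BTG2 at 0.63 with the log2 total count as a covariate. For the 3 genes in Flpo against Cas9, 29 kept both and 10 lost the threshold. When libraries were left out, 70 and 11 values kept both and 47 and 16 lost the threshold. The rank correlation of olfactory receptor and ribosomal protein gene shares became −0.68 without the 2 libraries farthest from the median (exact p = 0.11). Depth limits the Cre group most: 3 counts are 14 CPM in Cre replicate 2.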

Other observations

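All relations and tests in this part were chosen after looking at the data.

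The 407 olfactory receptor genes had similar counts in most libraries despite a 41.3-fold range in total count. Their summed counts were 4688, 1593 and 4643 in Cre replicates 1, 2 and 3, 6209, 44778 and 4700 in the Flpo replicates, and 4469, 2910 and 4301 in the Cas9 replicates, so that Flpo replicate 2 stood apart. Within each library the 10 genes with most counts held 61.9% to 75.1% of them. Reads from repeated sequence were tested across genes, which are not independent replicates. The rank correlation of a gene's count with the repeated share of its transcript, given length, was at least 0.35 in all 9 libraries. A difference between the groups was not found in the share of counts (exact p = 0.604 over 280 splits). A lower content of messenger RNA in some libraries was tested against the ribosomal protein gene share. Pearson's r was −0.78 (exact p = 0.015, adjusted 0.045) and Spearman's rho −0.75 (exact p = 0.0255, adjusted 0.0765) over 9 libraries and 3 relations. Without the 2 farthest libraries, r was −0.87 (exact p = 0.0141) and rho −0.68 (exact p = 0.11). The olfactory receptor share was also set against the total count, with r −0.47 (exact p = 0.196, adjusted 0.294) and rho −0.62 (exact p = 0.0857, adjusted 0.129). Without the same 2 libraries r was −0.79 (exact p = 0.0486) and rho −0.93 (exact p = 0.00675). Since the share is a count divided by that total, and the counts were similar, a negative relation is built in and adds no evidence. The labels give no batch, and 3 libraries per group are too few to recompute either relation. Background reads that weigh more where messenger RNA was scarce may explain the pattern, a hypothesis that rests on the same data and on shares with a common denominator.

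AC010970.1 held between 0.591% and 21.9% of counts per library. Ribosomal RNA was tested as its source through the share of annotated rRNA pseudogenes. The rank correlation over 9 libraries was 0.0 (exact p = 1) and Pearson's r was −0.27 (exact p = 0.545), or −0.09 without the 2 farthest libraries. The pseudogenes held few counts, so this cannot settle the source, and no biological explanation was tested.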
